# Distinct response of the hepatic transcriptome to Aflatoxin B_1_ induced hepatocellular carcinogenesis and resistance in rats

**DOI:** 10.1038/srep31898

**Published:** 2016-08-22

**Authors:** Jiejun Shi, Jiangtu He, Jing Lin, Xin Sun, Fenyong Sun, Chao Ou, Cizhong Jiang

## Abstract

Aflatoxin is a natural potent carcinogen and a major cause of liver cancer. However, the molecular mechanisms of hepatocellular carcinogenesis remain largely unexplored. In this study, we profiled global gene expression in liver tissues of rats that developed hepatocellular carcinoma (HCC) from aflatoxin B_1_ (AFB_1_) administration and those that were AFB_1_-resistant, as well as rats without AFB_1_ exposure as a control. AFB_1_ exposure resulted in extensive perturbation in gene expression with different functions in HCC and AFB_1_ resistance (AR) samples. The differentially expressed genes (DEGs) in HCC sample were enriched for cell proliferation, cell adhesion and vasculature development that largely contribute to carcinogenesis. Anti-apoptosis genes were up-regulated in HCC sample whereas apoptosis-induction genes were up-regulated in AR sample. AFB_1_ exposure also caused extensive alteration in expression level of lncRNAs. Among all the 4511 annotated lncRNAs, half of them were highly expressed only in HCC sample and up-regulated a group of protein-coding genes with cancer-related functions: apoptosis regulation, DNA repair, and cell cycle. Intriguingly, these genes were down-regulated by lncRNAs highly expressed in AR sample. Collectively, apoptosis is the critical biological process for carcinogenesis in response to AFB_1_ exposure through changes in expression level of both protein-coding and lncRNA genes.

Aflatoxins are potent mycotoxins produced by the fungi *Aspergillus flavus* and *Aspergillus parasiticus*, and contaminate a variety of food commodities, including rice, maize, and groundnuts. Dietary exposure to aflatoxins highly contributes to hepatocellular carcinoma (HCC)^1^,^2^. HCC is one of the leading causes of cancer death worldwide. Therefore, food contamination with aflatoxins is detrimental to human health, especially to the people in tropical and subtropical regions with high level of dietary exposure to aflatoxins because of the high temperature and humidity.

Aflatoxins are a group of secondary metabolites produced by molds grown on crops. There are four major aflatoxins known as B_1_, B_2_, G_1_, and G_2_^3^. Among them, aflatoxin B_1_ (AFB_1_) is the most toxic mycotoxin to which humans are exposed^4^,^5^ and the most potent naturally occurring chemical liver carcinogen known^6^. Previous studies have shown that AFB_1_ is a potent mutagen and hepatocarinogen^7^,^8^. AFB_1_ is metabolized into the reactive oxygen species (ROS): aflatoxin-8,9-expoxide^9^. This ROS can react with proteins and DNA to form adducts and cause acute toxicity (aflatoxicosis) and lesions, respectively^10^,^11^. Failure in repair of the lesion may lead to DNA mutation, preferentially G to T transversions. A couple of studies identified the mutation (AGG to AGT, R249S) at codon 249 in the *TP53* tumor suppressor gene, specific for exposure to aflatoxin^12^,^13^. Recent studies have confirmed that this hotspot in *TP53* is a preferential site for AFB_1_ adduct formation^14^. Therefore formation of AFB_1_-DNA adducts over time increases the risk of HCC.

An *in vivo* study also showed that AFB_1_ induced lipid peroxidation in the liver of Fischer 344 rats^5^. Lipid peroxidation is the major form of the cellular oxidative damages that is initiated by hydroxyl-free radical^15^. The reaction of lipid peroxidation retracts a hydrogen atom from unsaturated fatty acids of membrane phospholipids, destructs cellular membrane, and results in other cytotoxic responses^16^.

Additionally, aflatoxins appear to have synergistic effects on hepatitis B virus (HBV)- and hepatitis C virus (HCV)-induced liver cancer. The missense mutation R249S in *TP53* is common in HCC of people who live in regions where both HBV carriage and aflatoxin exposure are highly prevalent, but not in regions where HBV is prevalent alone^17^,^18^. Other studies also showed that aflatoxin exposure can accelerate carcinogenesis of HBV or HCV infection by introducing mutations^19^,^20^.

The role of aflatoxin in disturbing gene expression has attracted much attention. AFB_1_-DNA or -RNA adducts can block transcription and translation^21^,^22^,^23^. RNA-sequencing analysis of hepatic gene expression in growing barrows administered AFB_1_ found changes in expression of apoptosis genes, such as cyclin-dependent kinas inhibitor 1A, zinc finger matrin type 3, kininogen 1, and pin-1 oncogene^24^. Another hepatic transcriptomic study in domestic turkey showed that AFB_1_ exposure affected expression of genes related to cancer, apoptosis, cell cycle, or lipid regulation^25^. Hepatic RNA-seq profiling of AFB_1_-treated rats revealed that differentially expressed genes were enriched in the pathways of cell cycle, extracellular matrix, cell differentiation network, and E2f1-related pathways^26^. MicroRNAs also play important roles in tumorigenesis. Deep sequencing analysis of microRNA in rat livers administered AFB_1_ found abnormal expression in cancer-related microRNAs whose target genes were involved in cancer-related pathways^27^.

In this study, we applied high-throughput RNA-seq technology to investigate the molecular mechanisms of AFB_1_ carcinogenesis and resistance in rat liver tissues. AFB_1_ exposure caused extensive change in expression of both protein-coding and lncRNA genes. Moreover, almost half lncRNAs were positively correlated with a group of protein-coding genes in hepatocellular carcinogenesis from AFB_1_ exposure. These genes were negatively correlated with a small number of lncRNAs highly expressed in AR sample. Gene Ontology (GO) analysis of these genes identified enrichment of regulation of apoptosis, DNA repair, and cell cycle. In contrast, lncRNAs regulated protein-coding genes in an intricate fashion. Further analysis revealed that anti-apoptosis genes were up-regulated in hepatocellular carcinogenesis, whereas apoptosis-induction genes were up-regulated in AFB_1_ resistance. Our study sheds new light on the coordinated expression change of protein-coding and lncRNA genes in hepatocellular carcinogenesis and AFB_1_ resistance.

## Results

### Different disturbance in gene expression in AFB_1_ carcinogenesis and resistance

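Gene expression was measured by RNA sequencing of liver tissue taken at week 70 from 3 groups of male Wistar rats. Aflatoxin B1 (AFB1) is a mould toxin that liver enzymes oxidize to a reactive epoxide. Rats given AFB1 that developed hepatocellular carcinoma formed the HCC group, for which the cancer tissue was taken, rats given AFB1 that did not develop it formed the AFB1 resistance group, called resistant liver here, and rats without AFB1 formed the control (Ctrl) group. The paper gives 31 rats for HCC, 11 for resistant liver and 30 for Ctrl, and the deposited values hold 1 library per group. The paper's text does not state whether RNA of several rats was pooled. Each comparison therefore sets 1 library against another and has no replicate check. The authors mapped the reads with TopHat2 to the rat genome build Rnor_5.0 and its Ensembl annotation and used Cuffdiff to compute, for each gene, the FPKM, in which fragments are divided by the length of the transcript and by the fragments of the library. The paper states an approximate number of read pairs per library, but the values carry no read counts per gene, so no counting interval is given. FPKM is relative to the fragments of the same library, so a few very abundant transcripts lower the FPKM of all the other genes. The values list 26404 Ensembl genes in each library, and lncRNAs assembled by the authors are not analysed here. An FPKM above 0 was listed for 16233 genes in HCC, 14699 in resistant liver and 14844 in Ctrl, and an FPKM of at least 1 for 12430, 10084 and 10078 genes. The median FPKM of the protein-coding genes above 0 was 6.20 in HCC, 3.13 in resistant liver and 3.29 in Ctrl. The FPKM values summed to 1042192 in HCC, 2038411 in resistant liver and 3274182 in Ctrl. The gene ENSRNOG00000041867, whose locus spans 80 bp of chromosome 6, made up 74.5% of the sum in Ctrl and 43.7% in resistant liver, and it was listed at 0 in HCC. For this reason the values were compared as deposited, without scaling to the same sum. A value of 0 was read only as listed at 0, because 9559 genes were at 0 in all 3 libraries and these included Alb, the gene of serum albumin. Ratios were computed as log2(FPKM + 1), over genes with an FPKM of at least 1 in either library of the comparison. This scale understates the change of genes with low FPKM. The gene lists used in Results were read from the paper's figures, selected by symbol or compiled by hand, in each case without reference to the values. The median log2 ratio of a list is given with its percentile among the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries.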

To gain insights into the molecular mechanisms by which AFB_1_ exposure induces HCC, whereas some rats showed AFB_1_ resistance, we profiled gene expression in three groups of rats: the control group without AFB_1_ exposure (denoted as Ctrl hereinafter), the AFB_1_ hepatocellular carcinoma group (denoted as HCC hereinafter), and the AFB_1_ resistance group (denoted as AR hereinafter). Both HCC and AR group of rats were administered AFB_1_ (see Methods for details). HCC group developed HCC and AR group did not. Ctrl group did not develop HCC, either. RNA-sequencing generated approximately 30 million read pairs with read length 90 nucleotides for each sample (Supplementary Table S1). 87% of read pairs were uniquely concordantly mapped to annotated genes. This suggests high quality of the sequencing results.

We next identified differentially expressed genes (DEGs) by comparing two samples. 

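Of the 12639 genes compared between HCC and Ctrl, 5356 (42.4%) changed more than 2-fold, with 4782 higher and 574 lower in HCC. Between resistant liver and Ctrl, 1224 of 10720 genes (11.4%) changed more than 2-fold, with 746 higher and 478 lower in resistant liver. These counts use the fold change alone, since the false discovery rate in Methods needs Cuffdiff's variance estimates. The threshold moved the counts most among the alternatives that lowered them, and a change of more than 4-fold was seen for 1473 genes in HCC and 201 genes in resistant liver. Scaling the libraries to the same sum of FPKM raised the count in HCC to 10772. A value of 0 in 1 of the libraries accounted for 287 of the genes over 2-fold in HCC and 110 of those in resistant liver. The largest rises in HCC and in resistant liver were those of MT-ATP8, MT-ATP6 and MT-CO3, mitochondrial genes that share a locus and were listed at 0 in Ctrl. MT-ATP8 was at 81450 FPKM in HCC and 64729 FPKM in resistant liver. COI, another mitochondrial gene, was at 29120 FPKM in HCC and listed at 0 in resistant liver and Ctrl. Of the genes without a symbol, ENSRNOG00000047611 on chromosome 3 was at 628 FPKM in HCC and 0 in the other libraries, and ENSRNOG00000045989 on chromosome 10 rose from 0.81 FPKM in Ctrl to 128 FPKM in resistant liver. ENSRNOG00000026875 on chromosome 7 was at 15432 FPKM in Ctrl, at 75389 FPKM in HCC and at 0 in resistant liver.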

There are 1,452 DEGs between the HCC sample and the Ctrl sample, and 141 DEGs between the AR sample and the Ctrl sample (Fig. 1A,B). This indicates that AFB_1_ exposure resulted in a more extensive disturbance in gene expression in the HCC sample than in the AR sample. 

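The median log2 ratio over all compared genes was 0.76 for HCC against Ctrl (interquartile range 0.21 to 1.31) and -0.02 for resistant liver against Ctrl (-0.36 to 0.37). Genes higher in HCC made up 89.3% of the genes over 2-fold (Wilson 95% interval over genes 88.4 to 90.1%), and genes higher in resistant liver made up 60.9% (58.2 to 63.6%). These intervals describe the genes of these libraries and do not cover the spread between rats. After scaling the libraries by the median of ratios, which sets the typical gene to no change, 3819 genes were over 2-fold in HCC, 2032 of them higher, and 1335 in resistant liver, 836 of them higher. The share of genes higher in HCC was then 53.2%. Across 12747 genes with an FPKM of at least 1 in any library, Pearson's r of log10(FPKM + 1) was 0.837 between HCC and Ctrl, 0.947 between resistant liver and Ctrl and 0.875 between HCC and resistant liver, and genes are not independent replicates. From the larger number of DEGs in HCC than in resistant liver, the paper concludes that AFB1 exposure disturbed gene expression more extensively in HCC.

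**Figure D1:**
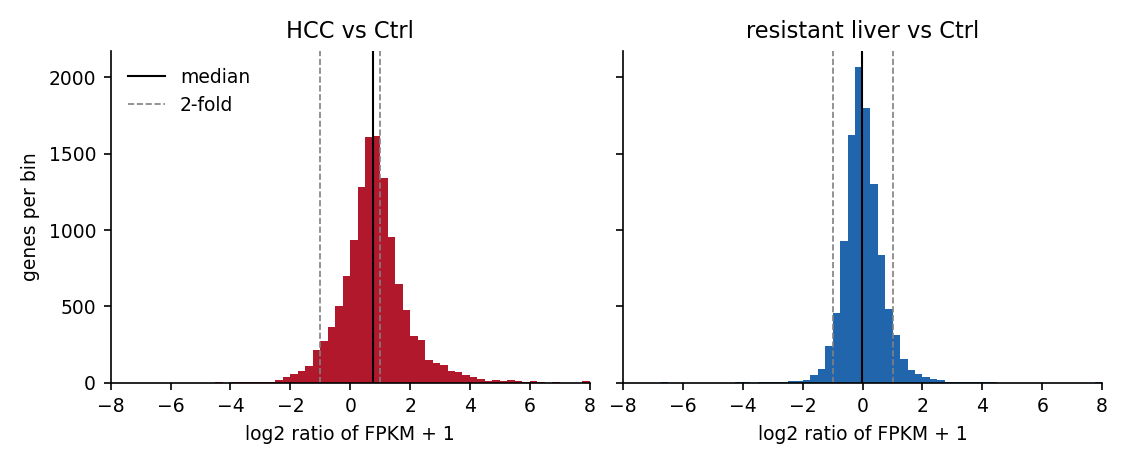
Histograms of the log2 ratio of FPKM + 1 for HCC against Ctrl (left) and resistant liver against Ctrl (right), with the number of genes per bin on the vertical axis and ratios beyond the axis counted in the end bins. The solid lines mark the medians, 0.76 in HCC and -0.02 in resistant liver, and the dashed lines a 2-fold change.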

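The values list 73 cytochrome P450 genes and 25 glutathione transferase genes. Among the 46 cytochrome P450 genes compared between resistant liver and Ctrl, 6 were more than 2-fold higher and 5 more than 2-fold lower in resistant liver. Among the 24 glutathione transferase genes, 4 were more than 2-fold higher and 1 was lower. The cytochrome P450 genes had a median log2 ratio of -0.39, with 33 of 46 genes lower in resistant liver, and that of the glutathione transferase genes was 0.10. With the 75th percentile or the median of ratios as the scale, 8 and 4 cytochrome P450 genes were lower, against 6 higher, and with the same sum of FPKM 1 was lower. The sign of the cytochrome P450 median changed to 0.24 only with the libraries scaled to the same sum of FPKM. Gstp1 (chromosome 1, 226162329 to 226164798 as the values list the locus in Rnor_5.0) rose from 150 FPKM in Ctrl to 3700 FPKM in resistant liver, a log2 ratio of 4.62, and was at 4666 FPKM in HCC. Gsta3 rose from 54.1 to 217 FPKM in resistant liver, Gsta2 from 1401 to 2871 FPKM, and Gstm6l from 1.39 to 6.51 FPKM, while Gstm7 fell from 133 to 48.5 FPKM. Of the cytochrome P450 genes, Cyp2b2 rose from 11.3 to 106 FPKM in resistant liver, Cyp2c24 from 0.15 to 11.9 FPKM, Cyp1a1 from 0.12 to 6.37 FPKM, Cyp3a62 from 5.36 to 20.9 FPKM, Cyp7a1 from 18.8 to 43.8 FPKM and Cyp2c12 from 58.8 to 365 FPKM. Cyp2e1 fell from 5950 to 2143 FPKM, Cyp2c11 from 1676 to 389 FPKM, Cyp4a2 from 934 to 464 FPKM, Cyp4f1 from 267 to 115 FPKM and Cyp2u1 from 1.52 to 0.18 FPKM. Other genes that handle AFB1 metabolites were also higher in resistant liver. The epoxide hydrolase gene Ephx1 rose from 698 to 1434 FPKM, the quinone reductase gene Nqo1 from 48.1 to 184 FPKM and the aflatoxin aldehyde reductase gene Akr7a3 from 84.6 to 208 FPKM. The ratios of Gsta2 and Ephx1 fell just below 2-fold when the libraries were scaled to the same 75th percentile, at log2 ratios of 0.99 and 1.00, and that of Cyp4a2 was -0.98 after median-of-ratios scaling. Members of both families have similar sequences, so the assignment of reads between paralogs is a source of uncertainty for the single genes.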

Genes related to AFB_1_ metabolism or detoxicity, e.g. cytochrome P450 and glutathione transferases^28^, also presented in the DEGs lists, and their up-regulation in AR sample was validated by qPCR (Supplementary Fig. S1). 

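Of a list of 65 genes of cell adhesion and the extracellular matrix, 62 were compared between HCC and Ctrl and 57 were more than 2-fold higher in HCC, with none more than 2-fold lower. Their median log2 ratio was 3.50, above every matched random list, whose median was 0.70. After median-of-ratios scaling it was 2.81. The largest rises were those of Col1a1 (0.68 FPKM in Ctrl and 975 FPKM in HCC, log2 ratio 9.18), Lum (0.47 and 614 FPKM, 8.71), Col1a2 (3.21 and 972 FPKM, 7.85), Postn (0.11 and 246.8 FPKM, 7.80) and Spp1 (0.66 and 225 FPKM, 7.09). In resistant liver the same genes were at 1.27, 2.78, 4.84, 0.13 and 3.24 FPKM, and the median log2 ratio of the list against Ctrl was 0.36. A list of 40 genes of blood vessel development had a median log2 ratio of 1.13 in HCC over 37 genes. This was at percentile 96.2 of the matched random lists, whose median was 0.89. Under the alternatives the percentile ranged from 64.6 with the same sum of FPKM to 98.9 with no filter on low values.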

The Gene Ontology (GO) analysis found DEGs between the HCC sample and the Ctrl sample were enriched for cell adhesion, extracellular matrix organization, regulation of cell proliferation, cell cycle phase, etc. (Fig. 1C), which are consistent with previous studies^25^,^26^. That is, AFB_1_ exposure mainly affected gene expression of cancer-related and cell cycle-related pathways. 

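A list of 66 cell cycle genes was used as the measure of proliferation, and 61 of them were compared between HCC and Ctrl. All 61 were higher in HCC, 58 of them by more than 2-fold, and the median log2 ratio was 2.34 against 0.88 for the matched random lists. It was above every matched random list and was 1.78 after median-of-ratios scaling. Among the genes with the largest rise, Prc1 was at 0.79 FPKM in Ctrl, 1.68 FPKM in resistant liver and 29.4 FPKM in HCC, and Cdk1 was at 1.54, 3.85 and 39.7 FPKM in the same order. Ccna2 was at 0.64, 1.67 and 24.1 FPKM. Rrm2, which encodes a subunit of ribonucleotide reductase, was at 3.603, 6.99 and 53.2 FPKM. Ccnd1 was at 13.6 FPKM in Ctrl and 165 FPKM in HCC, and at 11.7 FPKM in resistant liver. In resistant liver, 30 of the 35 cell cycle genes compared were higher than in Ctrl, with a median log2 ratio of 0.46, and 1 of them was over 2-fold.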

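Fig. 1D also lists a muscle term among those of the resistant liver comparison. Of a list of 38 genes of striated muscle, 33 were compared between resistant liver and Ctrl, and all 33 were more than 2-fold lower in resistant liver. Their median was 14.8 FPKM in Ctrl and 0 FPKM in resistant liver, a median log2 ratio of -3.89, below every matched random list. The same 33 genes were also more than 2-fold lower in HCC than in Ctrl, with a median log2 ratio of -3.80. Acta1, the skeletal muscle actin gene, was at 227 FPKM in Ctrl, 0.12 FPKM in resistant liver and 0.58 FPKM in HCC. Mylpf was at 124 FPKM in Ctrl and 0.20 FPKM in resistant liver, Ckm at 99.6 and 0.08 FPKM, and Myl1 at 91.5 FPKM in Ctrl and listed at 0 in resistant liver. These 4 genes were among the 5 largest falls in resistant liver. The 5 smooth-muscle genes compared between resistant liver and Ctrl had a median log2 ratio of -0.56, and 1 of them was more than 2-fold lower in resistant liver. With the same sum of FPKM the smooth-muscle median was 0.28.

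**Figure D2:**
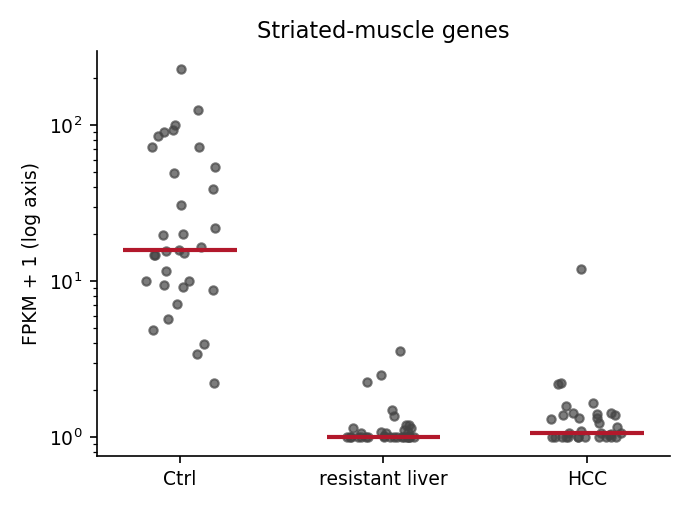
FPKM + 1 of the 33 striated-muscle genes in the Ctrl, resistant liver and HCC libraries on a log axis. Each point is 1 gene and the horizontal bars are medians, 14.8 FPKM in Ctrl and 0 FPKM in resistant liver before 1 is added.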

Interestingly, GO analysis of DEGs between the AR sample and the Ctrl sample identified enrichment for response to organic substance, response to wounding, negative regulation of proteolysis, etc. without a primary function theme (Fig. 1D). This suggests that intricate regulatory mechanisms involving a variety of pathways contribute to AFB_1_ resistance. Nevertheless, AFB_1_ carcinogenesis and AFB_1_ resistance affect different gene sets with distinct functions.

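Of the 1224 genes over 2-fold in resistant liver, 754 (61.6%) were also over 2-fold in HCC, and 470 were over 2-fold in resistant liver only. Of the shared genes, 494 were higher and 227 lower than in Ctrl in both, 30 were higher in HCC and lower in resistant liver, and 3 were lower in HCC and higher in resistant liver. The direction was thus shared by 95.6% of them. Among the 10612 genes that could pass the filter in both comparisons, 3891 were over 2-fold in HCC and 1168 in resistant liver, and 428 shared genes would be found if the sets were independent. Both comparisons use the same Ctrl library, so a deviation of that library enters both sets in the same direction. The value of 428 does not allow for this shared library. Genes over 2-fold in HCC only numbered 4602.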

### AFB_1_ exposure affected lipid catabolism and apoptosis in a different mode

The previous studies showed that lipid peroxidation and apoptosis were two important factors for HCC in response to AFB_1_ exposure^5^,^24^,^25^. However, we don’t know the case in AFB_1_ resistance due to lack of AFB_1_ resistance sample in the previous studies. The AFB_1_ resistance sample in our study allows us to shed light on this. To reach this aim, we applied a powerful tool Gene Set Enrichment Analysis (GSEA)^29^ to gene expression profiles of the three groups of rats. The results showed that genes related to lipid catabolic process were up-regulated in both the HCC and AR samples compared to the Ctrl sample (Fig. 2A). In contrast, apoptosis-related genes were regulated reversely between the HCC sample and the AR sample. 

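The gene set behind Fig. 2A is not named in the paper's text, so a list of 75 genes of lipid catabolism was used, with the enzymes of fatty acid oxidation, lipases and lysosomal lipid hydrolases among them. In HCC, 49 of the 70 genes compared were lower than in Ctrl, 23 of them by more than 2-fold, and 21 were higher, 9 of them by more than 2-fold. Their median log2 ratio was -0.64, below every matched random list, whose median was 0.43. In resistant liver, 49 of 69 genes were lower than in Ctrl and the median log2 ratio was -0.24, again below every matched random list. An enrichment score computed with the weighted running sum of GSEA over genes ranked on the log2 ratio was -0.59 in HCC and -0.40 in resistant liver. The 28 genes of fatty acid oxidation had median log2 ratios of -0.82 in HCC and -0.25 in resistant liver. The lipases and lysosomal lipid hydrolases gave 0.58 in HCC, close to the 0.62 of matched random lists, and -0.05 in resistant liver. With the libraries scaled to the same sum of FPKM, the medians of the whole list became 0.94 and 0.42, still below every matched random list. Cyp4a2, a fatty acid hydroxylase gene, was at 169 FPKM in HCC. Amacr was at 397 FPKM in Ctrl, 332 FPKM in resistant liver and 103 FPKM in HCC, and Slc27a5 at 222, 174 and 59.9 FPKM. The hydrolase gene Asah1 moved the other way in HCC, from 10.7 to 48.4 FPKM. In resistant liver, the genes with the largest falls included Lipc, from 247.2 to 99.8 FPKM, Ehhadh, from 202 to 84.5 FPKM, Mgll, from 12.8 to 5.23 FPKM, and Crot, from 104 to 51.3 FPKM.

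**Figure D3:**
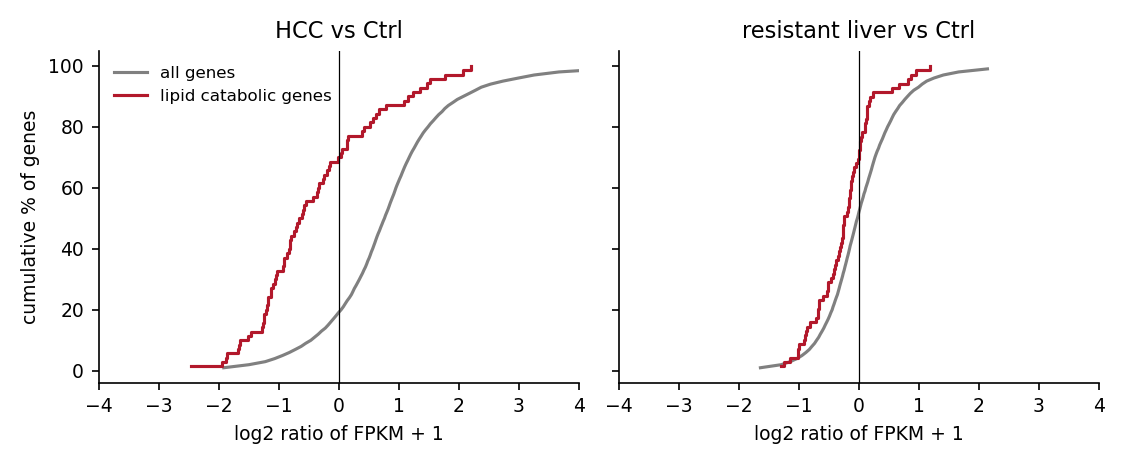
Cumulative percent of genes against the log2 ratio of FPKM + 1 for HCC against Ctrl (left) and resistant liver against Ctrl (right), for the lipid catabolic genes (red steps) and all compared genes (grey line). The red steps lie to the left of the grey line over most of both panels, with medians of -0.64 in HCC and -0.24 in resistant liver.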

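The genes shown in Fig. 2B were compared between HCC and resistant liver together with other apoptosis genes that the figure does not show. All 38 apoptosis-induction genes of Fig. 2B with an FPKM of at least 1 in either library were higher in resistant liver than in HCC, with a median log2 ratio of 0.35 for resistant liver against HCC, while matched random lists had a median of -0.59. All 46 anti-apoptosis genes of Fig. 2B that were compared were higher in HCC than in resistant liver, with a median log2 ratio of 1.33, against 0.78 for matched random lists. Both lists lay above every matched random list. Over all genes the median log2 ratio was 0.77 for HCC against resistant liver. The other 41 apoptosis-induction genes had a median log2 ratio of -0.65 for resistant liver against HCC, at percentile 77.1 of the matched random lists, and 5 of them were higher in resistant liver. The other 38 anti-apoptosis genes had a median log2 ratio of 0.64 for HCC against resistant liver, at percentile 79.2. After median-of-ratios scaling the medians were 1.16 for the Fig. 2B induction genes and 0.15 for the other induction genes, resistant liver against HCC, and 0.64 for the Fig. 2B anti-apoptosis genes and -0.21 for the others, HCC against resistant liver. With the same sum of FPKM the median of the Fig. 2B induction genes changed sign to -0.46. From the expression profiles of the groups, the paper concludes that apoptosis-related genes are regulated reversely in HCC and resistant liver.

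**Figure D4:**
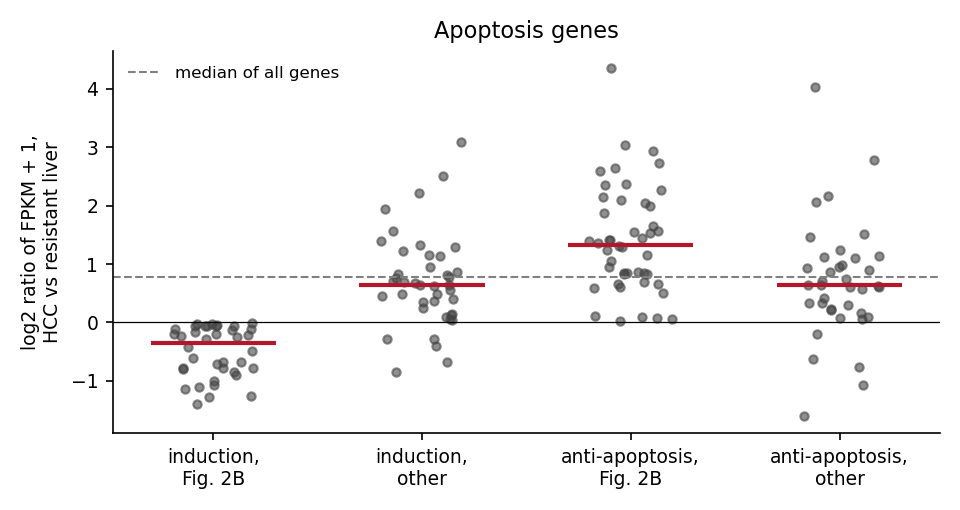
Log2 ratio of FPKM + 1 for HCC against resistant liver of the apoptosis-induction and anti-apoptosis genes shown in Fig. 2B and of other genes of either function. Each point is 1 gene, the red bars are medians, and the dashed line is the median of all genes, 0.77. The Fig. 2B induction genes all lie below 0 and the Fig. 2B anti-apoptosis genes all lie above 0, and the other genes lie on both sides.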

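Compared with Ctrl, all 38 apoptosis-induction genes of Fig. 2B with enough expression were higher in resistant liver, 13 of them by more than 2-fold, with a median log2 ratio of 0.58. In HCC, 21 of 35 were higher than in Ctrl, 6 by more than 2-fold, with a median log2 ratio of 0.17, at percentile 0.40 of the matched random lists. After median-of-ratios scaling the median in HCC was -0.61. Among the genes also measured by qPCR in Fig. 2C, Casp4 (ENSRNOG00000033697, chromosome 8) was at 4.88 FPKM in Ctrl, 18.4 FPKM in resistant liver and 11.2 FPKM in HCC. Casp1, also on chromosome 8, was at 4.02 FPKM in Ctrl, 11.8 FPKM in resistant liver and 11.3 FPKM in HCC, so that its log2 ratio against Ctrl was 1.35 in resistant liver and 1.29 in HCC. Bnip3 on chromosome 1 was at 59.8, 200 and 82.8 FPKM in Ctrl, resistant liver and HCC. Sstr3 on chromosome 7 was at 0.01, 1.09 and 0.11 FPKM in the same order. Il4 on chromosome 10 was at 0.18 FPKM in resistant liver and listed at 0 in the other libraries, and Mpo on the same chromosome was at 0.11 FPKM in resistant liver, 0.07 FPKM in HCC and 0 in Ctrl. Values this low rest on few fragments.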

The apoptosis-induction genes were up-regulated in the AR sample in response to AFB_1_ exposure but not in the HCC sample (Fig. 2B). 

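Of the anti-apoptosis genes of Fig. 2B, 41 of the 46 compared were higher in HCC than in Ctrl, 22 of them by more than 2-fold, with a median log2 ratio of 0.83. Matched random lists had a median of 0.74, and the list was at percentile 73.1 among them. After median-of-ratios scaling the median was 0.01. The other 38 anti-apoptosis genes had a median log2 ratio of 0.95 for HCC against Ctrl, at percentile 98.6, with 32 of them higher in HCC and 17 by more than 2-fold. In resistant liver, all 39 genes compared were lower than in Ctrl, with a median log2 ratio of -0.32, and 1 of them by more than 2-fold. With the same sum of FPKM this median was 0.26. Among the genes of Fig. 2D, Nfkb1 (ENSRNOG00000023258, chromosome 2) was at 6.25 FPKM in Ctrl, 5.62 FPKM in resistant liver and 18.3 FPKM in HCC, with a log2 ratio of 1.41 for HCC against Ctrl. Mapk8 on chromosome 16 was at 2.88, 1.67 and 6.24 FPKM in Ctrl, resistant liver and HCC, and Bcl2 on chromosome 13 was at 0.15, 0.05 and 1.49 FPKM. MYO18A on chromosome 10 was at 5.10 FPKM in Ctrl, 4.56 FPKM in resistant liver and 7.82 FPKM in HCC. Its log2 ratio for HCC against Ctrl was 0.53 as deposited and -0.25 after median-of-ratios scaling.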

Reversely, the anti-apoptosis genes were up-regulated in the HCC sample in response to AFB_1_ exposure, but not in the AR sample. The quantitative analysis of the representative apoptosis-induction and anti-apoptosis genes confirmed this opposite expression change pattern between the HCC and AR sample in response to AFB_1_ exposure (Fig. 2C,D).

### Expression profiles of long non-coding RNAs in response to AFB_1_ exposure

Long non-coding RNAs (lncRNAs) play an important role in regulating gene expression. However, their expression change and functions in response to AFB_1_ exposure remains elusive. To address this issue, we first identified lncRNAs because there were no available well-annotated lncRNAs for rats. We identified a total 4,511 lncRNAs with high confidence (see Methods for details). These lncRNAs were further divided into three groups based on their location in the genome: intergenic, intronic, and antisense exonic (Fig. 3A). Only 3% (142) of them are antisense exonic lncRNAs. The majority (58%) is long intergenic non-coding RNAs (lincRNAs). Comparison analysis found that lncRNAs had fewer exons (about 1.2 per transcript) than protein-coding transcripts (about 8.5) (Fig. 3B). We also found that lncRNAs were shorter than protein-coding transcripts (mean length of 939.5 nt for lncRNAs versus 1855.9 nt for coding transcripts) (Fig. 3C). Moreover, the expression level of lncRNAs were about 16-fold lower on average than that of protein-coding transcripts (Fig. 3D). This indicates that rat lncRNAs have features similar to lncRNAs of other animals^30^,^31^,^32^.

To explore the change in expression of lncRNAs in response to AFB_1_ exposure, we correlated expression profiles of lncRNAs between the three samples. The correlation coefficients are approximately 0.5 (Fig. 3E). The result suggests that AFB_1_ exposure caused extensive alteration in lncRNA expression. The low correlation between the HCC and the AR sample also implies that aflatoxin carcinogenesis and resistance are attributed to gene sets of different functional theme.

### Distinct roles of lncRNAs in aflatoxin carcinogenesis and resistance

It’s a challenge to investigate the functions of lncRNAs due to the lack of well-annotated features. Therefore, “guilt-by-association” analyses are often applied to predict functions for mammalian lncRNAs^30^,^33^,^34^. Therefore, we correlated expression profiles of protein-coding genes and lncRNAs in the three samples. The correlation matrix between protein-coding genes and lncRNAs were constructed (see Methods for details). We further clustered the matrix and obtained seven lncRNAs clusters and five protein-coding gene sets (Fig. 4A). Almost half of lncRNAs (cluster 4–7) have a higher expression level in the HCC sample than in another two samples. This group of lncRNAs are positively correlated with protein-coding genes (set A&B). Cluster 1 of lncRNAs have an opposite expression pattern. Remarkably, this group of lncRNAs are negatively correlated with the same set of protein-coding genes. Functional analysis of set A protein-coding genes identified enrichment for cell cycle, regulation of programmed cell death, DNA repair (Fig. 4B). GO term analysis also revealed that set B protein-coding genes were enriched for regulation of apoptosis, cell cycle, response to DNA damage stimulus, and Wnt receptor signaling pathway. This finding suggests that a sufficient proportion of lncRNAs contribute to hepatocellular carcinogenesis in response to aflatoxin exposure via up- and down-regulating protein-coding genes of cancer-related functions and signaling.

In contrast, about one fourth of lncRNAs (cluster 3) have a higher expression level in the AR sample than in another two samples. Similarly, another approximately one fourth of lncRNAs (cluster 2) have a higher expression level only in the Ctrl sample (Fig. 4A). These two clusters of lncRNAs have very weak or no correlation with most of set A and B genes, indicating these lncRNAs play no roles in carcinogenesis in response to aflatoxin. Notably, both Ctrl and AR samples did not develop HCC. This suggests that these two clusters of lncRNAs are involved in aflatoxin resistance. The correlation analysis found that they had complex regulatory patterns on the corresponding protein-coding genes (set C-E). GO term analysis of these gene sets showed that they had different functions, such as regulation of phosphorylation, cellular response to stress, regulation of T cell activation, leukocyte activation, steroid metabolic process, fatty acid metabolic process, as well as cancer-related functions (apoptosis, response to DNA damage stimulus) (Fig. 4B). Taken together, lncRNAs contribute in aflatoxin resistance through an intricate regulatory mechanism.

## Discussion

Aflatoxin B_1_ is the most toxic and potent hepatotoxic and hepatocarcinogenic natural compound. Previous studies revealed that AFB_1_ induces mutations in the *TP53* tumor suppressor gene^12^,^13^,^14^, alterations in the expression of protein-coding and miRNA genes^24^,^25^,^26^,^27^, and the synergistic effect on hepatocellular carcinogenesis of AFB_1_ exposure and HBV infection^17^,^18^,^19^,^20^. However, there are no reports about the role of lncRNA in regulating gene expression in response to AFB_1_ exposure. In this study, we identified lncRNAs in rat liver tissues and generated lncRNA expression profiles with and without AFB_1_ treatment. The lncRNAs share the similar features of the counterparts in other animals: few exons, short length, low expression compared to protein-coding genes. AFB_1_ treatment resulted in extensive disturbance in lncRNA expression in liver tissues. Moreover, AFB_1_ exposure regulated different sets of lncRNAs in AFB_1_ carcinogenesis and resistance, respectively. Clustering analysis of the correlation relationship between protein-coding and lncRNA gene expression found that a large group of lncRNAs were highly expressed only in the AFB_1_ hepatocellular carcinogenesis (HCC sample) and up-regulated a large set of protein-coding genes with cancer-related functions such as cell cycle, regulation of programmed cell death, and DNA repair. Intriguingly, these genes were down-regulated by lncRNAs that were highly expressed in AR sample. In contrast, approximately one third of lncRNAs highly expressed only in the AFB_1_ resistance (AR sample) showed a complex pattern of regulating protein-coding genes. These findings suggest that lncRNAs play a more straightforward role in AFB_1_ carcinogenesis through regulating cancer-related genes.

Hepatocellular carcinoma from aflatoxin exposure is a serious global health problem. Although many studies have been conducted on the molecular mechanisms of carcinogenesis from aflatoxin exposure, they all focused on differentially expressed genes in carcinogenesis from aflatoxin exposure. Previous work lacks the molecular mechanism analysis of gene expression change in aflatoxin resistance that may provide more direct cues on reducing the risk for hepatocellular carcinogenesis from aflatoxin exposure. As a matter of fact, our study found that AFB_1_ exposure caused alterations in gene expression (both protein-coding and lncRNA) in AFB_1_ resistance different from AFB_1_ induced hepatocellular carcinogenesis. Anti-apoptosis genes (for example *Bcl2*, *Mapk8*, *Nfkb1*) were up-regulated in the HCC sample whereas apoptosis-induction genes (for example *Casp1*, *Il4*, *Mpo*) were down-regulated in the AR sample. This suggests that apoptosis-related genes play an important role in hepatocellular carcinogenesis in response to AFB_1_ exposure. Therefore, the AFB_1_-resistance sample in our study can facilitate to identify the causal genes or biological processes for hepatocellular carcinogenesis from AFB_1_ exposure by excluding the non-causal ones. These genes can serve as candidate targets for further study to reduce carcinogenesis risk from AFB_1_ exposure.

RNA-seq is a powerful approach to study global gene expression changes. It provides unprecedented coverage of the transcriptome at single nucleotide resolution. Moreover, it can detect gene expression changes at a greater dynamic range and distinguish isoforms. Therefore, RNA-seq provides deeper insights into critical pathways and molecular events in response to AFB_1_ exposure. Our results show that apoptosis plays an important role in both AFB_1_-induced hepatocellular carcinogenesis and AFB_1_ resistance. For example, anti-apoptosis genes *Bcl2*, *Mapk8*, *Nfkb1* were up-regulated in hepatocellular carcinogenesis, whereas apoptosis-induction genes *Casp1*, *Il4*, *Mpo* were down-regulated in AFB_1_ resistance. Collectively, RNA-seq provides an effective tool to investigate toxin-mediated disturbance in the transcriptome.

## Methods

### Ethics statement

All procedures performed in studies involving animals were in accordance with the ethical standards and approved by the Animal Care and Use Committee of The Tenth People’s Hospital of Shanghai (Permit number: 2011-RES1). This study was also approved by Science and Technology Commission of Shanghai Municipality (Approval ID: SYXK 2007-0006).

### Animals and Reagents

Four-week old Wistar male rats (weighing 40 ~ 60 g) were obtained from Animal laboratory center of Guangxi Medical University. Animals were raised individually in stainless steel cages of 30 × 22 × 20 cm^3^, with room temperature of 23 ± 1 °C and relative humidity of 70 ± 10%, with *ad libitum* access to filtered tap water and commercial feed. The animal laboratory rooms were cleaned twice a day and disinfected by UV for one hour once a week.

AFB_1_ (No.A-6636) and DMSO were purchased from Sigma Chemical Co., USA. The pentobarbital sodium (Lot.No.WS69020100) is a production from China Pharmaceutical Group Chemical Reagent Co., Ltd.

### AFB_1_ administration

After the 4-week acclimation period, all rats were randomly divided into control and treated groups. The treated group (60 rats) were administered AFB_1_ by intraperitoneal injection using the following procedure (illustrated in Supplementary Fig. S2): 200 μg/kg, three times a week from the 4^th^–7^th^ week and the 9^th^–12^th^ week; 100 μg/kg, twice a week from the 14^th^–17^th^ week, the 19^th^–22^nd^ week, the 24^th^–27^th^ week, and the 29^th^–32^nd^ week; 100 μg/kg, once a week from the 34^th^–37^th^ week, the 39^th^–42^nd^ week, the 44^th^–47^th^ week, and the 49^th^–52^nd^ week; 100 μg/kg, once a week from the 54^th^–62^nd^ week. Liver biopsy was applied to examine the hepatocarcinoma every 10 weeks from 13^th^ week. 42 rats administered AFB_1_ survived the 70^th^ week when livers were obtained for RNA-seq. 11 rats didn’t develop hepatocellular carcinoma and were grouped as AFB_1_ resistance sample. The remaining 31 rats developed hepatocellular carcinoma and the cancer tissue of livers were collected as the hepatocellular carcinogenesis sample. The 30 rats in the control group without AFB_1_ exposure were also sacrificed to provide liver tissues for RNA-seq at the 70^th^ week. The obtained liver tissues were minced quickly into very small pieces and frozen in liquid nitrogen. All rats were sacrificed after tissue collection by neck dislocation with administration of anesthetic. We also applied humane endpoints (body weight changes, external physical appearance, and behavioral changes) to the experiment rats during the entire study.

### RNA isolation and RNA-seq

Total RNA from 130–150 mg of liver tissue was extracted by TRIzol according to the manufacturer’s protocol (Invitrogen, USA). Reverse transcription was performed using a PrimeScript RT reagent kit (RR037A, Takara Bio Inc, Otsu, Shiga, Japan). The RNA sequencing libraries were constructed from the extracted RNA using standard Illumina libraries prep protocols. RNA-seq was performed on the Illumina HiSeq2000 platform, pair-end sequencing with read length of 90 bp.

### RNA-seq reads mapping

We first used the tool FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to examine sequencing quality and found that no reads needed to be removed. Next, we mapped sequencing reads to rat genome (Rnor_5.0.75) and gene annotations using Tophat2 (v2.0.9)^35^ with up to 5 mismatches. The option “--no-novel-juncs” was turned off as default in order to obtain novel transcripts for *de novo* lncRNA annotation. The genome sequence and gene model annotation were downloaded from Ensembl database (ftp://ftp.ensembl.org/pub/release-75/fasta/rattus_norvegicus/dna/, ftp://ftp.ensembl.org/pub/release-75/gtf/rattus_norvegicus). The read count and mapping results were summarized in Supplementary Table S1.

### *De novo* lncRNA annotation and expression level calculation of lncRNAs

Properly aligned concordant read pairs were retrieved by SAMtools^36^ as input for Cufflinks (v1.3.0) to predict *de novo* transcripts. Default options of Cufflinks were used, except that “-u” was used to weigh multihit reads for accuracy improving. We next employed the tool Cuffcompare to compare the predicted *de novo* transcripts with known rat gene model annotation (Rnor_5.0.75). The transcripts marked by “i”, “u”, “x” were potential non-coding RNAs and represented three different ncRNA categories, namely intronic, intergenic and antisense exonic lncRNAs, respectively. We further filtered the transcripts and retained those with length ≥200 nucleotides, ORF length ≤ 100 amino acids and CPC score > −1. CPC is a support vector machine-based classifier, the coding potential calculator, widely used in non-coding RNA annotation^37^.

### Identification of differentially expressed genes

We merged the *de novo* lncRNA annotation with the known rat gene model annotation (Rnor_5.0.75) to form the full rat gene model annotation as input for the tool Cuffdiff to calculate expression level for each transcript and identify differentially expressed genes (both protein-coding and lncRNA genes) by pairwise comparison of the three samples. The genes whose expression level with fold change > 2 at false discovery rate (FDR) < 0.05 between two samples were defined as differentially expressed genes.

### Correlation analysis of expression level of lncRNA and protein-coding genes

The analysis was conducted in a manner similar to the previous work^34^. Briefly, each lncRNA was associated with a list of protein-coding genes with top correlation coefficients that were further subject to gene set enrichment analysis (GSEA)^29^. Then a correlation matrix between lncRNA and protein-coding genes was constructed, in which each row represents a protein-coding gene and each column represents a lncRNA. Both rows and columns were clustered using k-means. We tried several K values and found that K = 5 for rows and K = 7 for columns gave distinct patterns among clusters and least variation within each cluster. Then the clustering result of the correlation matrix was presented in a heatmap. The expression level of protein-coding genes and lncRNAs were plotted in a heatmap as well.

### Quantitative PCR

The Realtime PCR was carried out in triplicate according to the protocol of the KAPA SYBR FAST Universal qPCR Kit (KK4601, Kapa Biosystems, MA, USA). The relative gene expression levels were calculated using the ∆∆Ct method for relative quantization using 18S or U6 as endogenous reference genes. The primers are provided in Supplementary Table S2.

## Additional Information

**Accession codes:** The RNA-seq data sets have been deposited in Gene Expression Omnibus (GEO) database under accession number GSE70097.

**How to cite this article**: Shi, J. *et al.* Distinct response of the hepatic transcriptome to Aflatoxin B_1_ induced hepatocellular carcinogenesis and resistance in rats. *Sci. Rep.* **6**, 31898; doi: 10.1038/srep31898 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
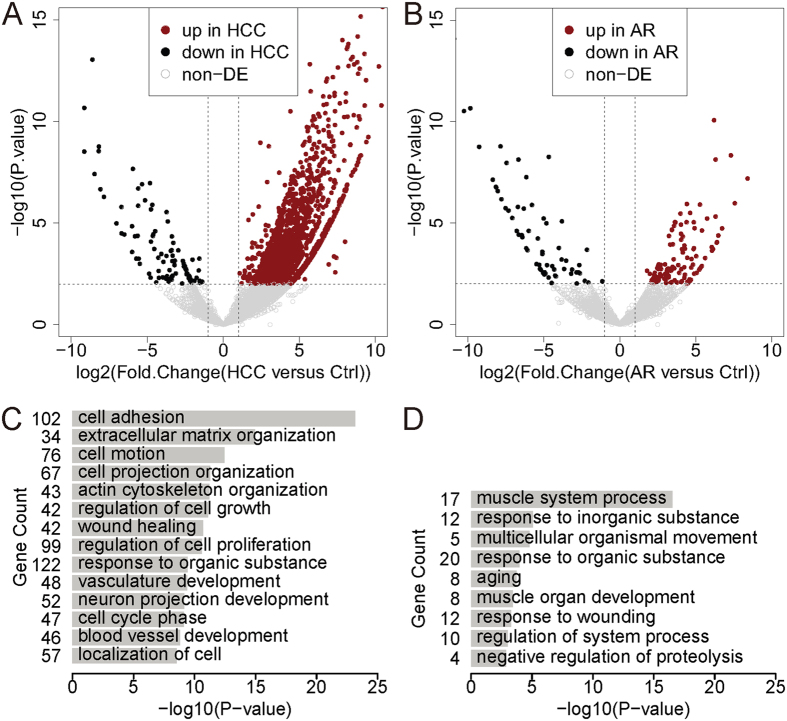
Extensive disturbance in gene expression in AFB_1_ hepatocellular carcinogenesis and resistance. Volcano plots show differentially expressed genes (DEGs) in the hepatocellular carcinoma (HCC) sample (**A**) and the AFB_1_ resistance (AR) sample (**B**) compared to the control sample. Bar plots show the biological process GO terms for which the DEGs in the HCC sample (**C**) and the AR (**D**) sample are enriched.

**Figure 2:**
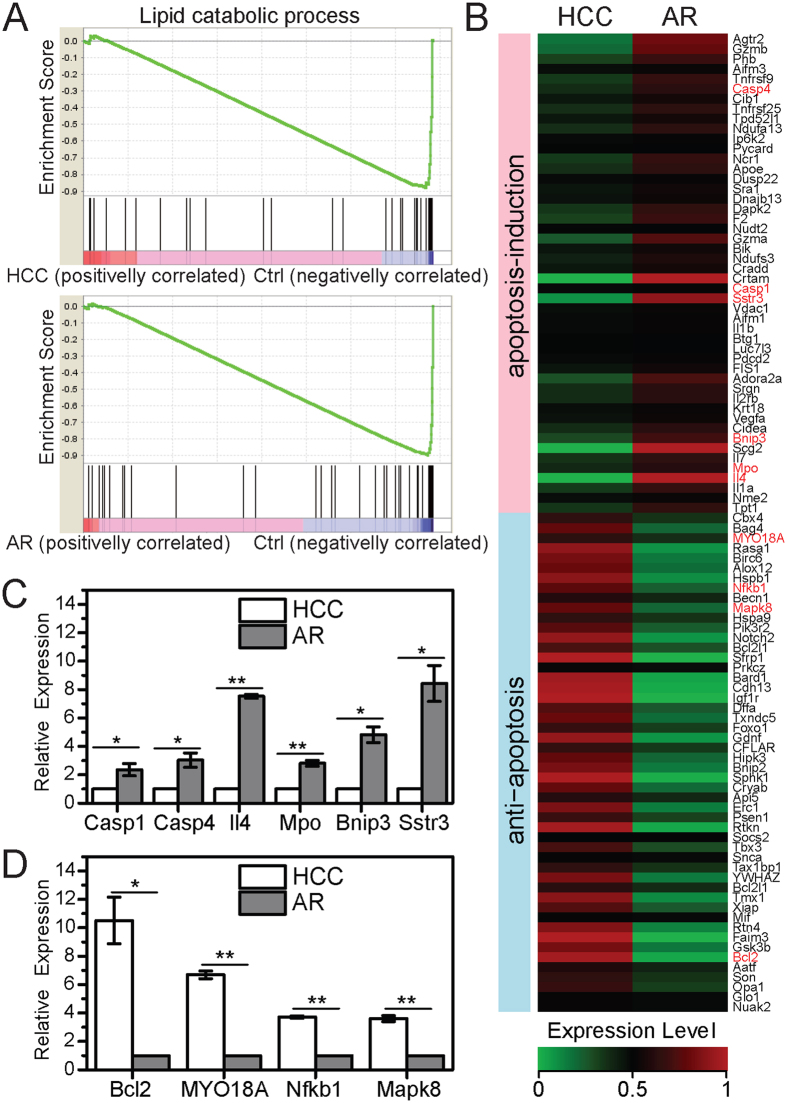
Distinct expression change patterns of genes related to lipid catabolic process and apoptosis in response to AFB_1_ exposure. (**A**) Genes in lipid catabolic process are up-regulated in both the HCC sample and the AR sample compared to the control sample (p-value < 0.001, Enrichment Score = 0.82). (**B**) Anti-apoptosis genes are highly expressed in the HCC sample, whereas apoptosis-induction genes are highly expressed in the AR sample. (**C**) qPCR results confirm significantly increased expression level of selected apoptosis-induction genes in the AR sample (*p-value < 0.05, **p-value < 0.01, Student’s t-test). (**D**) qPCR results confirm significantly increased expression level of selected anti-apoptosis genes in the HCC sample (*p-value < 0.05, **p-value < 0.01, Student’s t-test).

**Figure 3:**
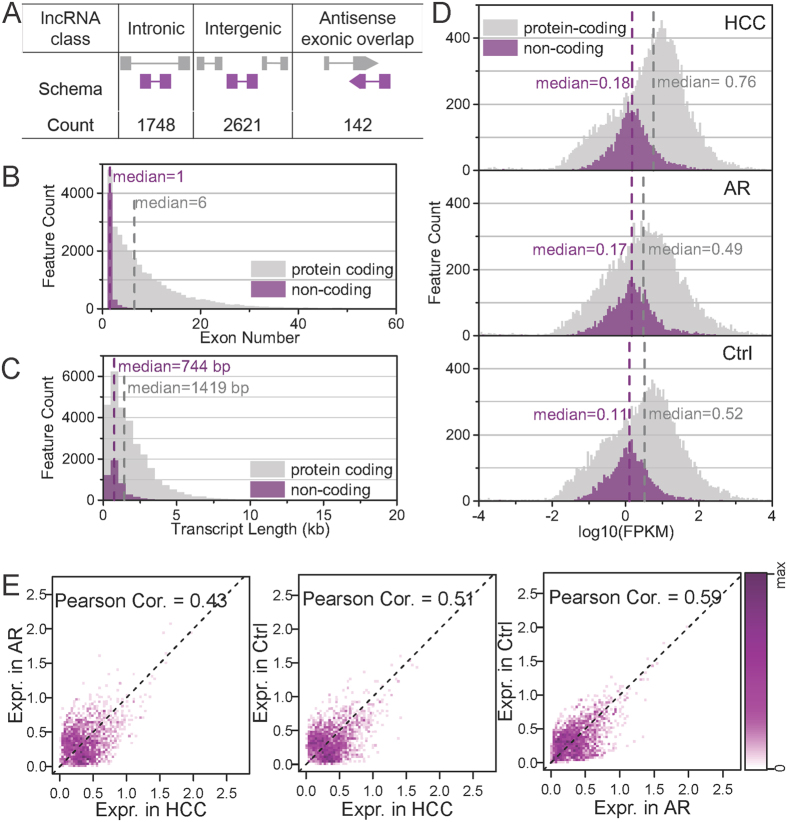
Features of *de novo* lncRNAs and the expression change. (**A**) Schema for the genomic loci of the three category of lncRNAs and their count. (**B**–**C**) lncRNAs have less exons and shorter lengths than protein-coding genes. (**D**) lncRNAs have lower expression levels than protein-coding genes. (**E**) Pairwise correlation of expression levels of lncRNAs between the three samples. The expression levels were measured by log_10_(FPKM+1) and the Pearson correlation coefficients are indicated. Low coefficients indicate extensive alteration in expression by AFB_1_ exposure.

**Figure 4:**
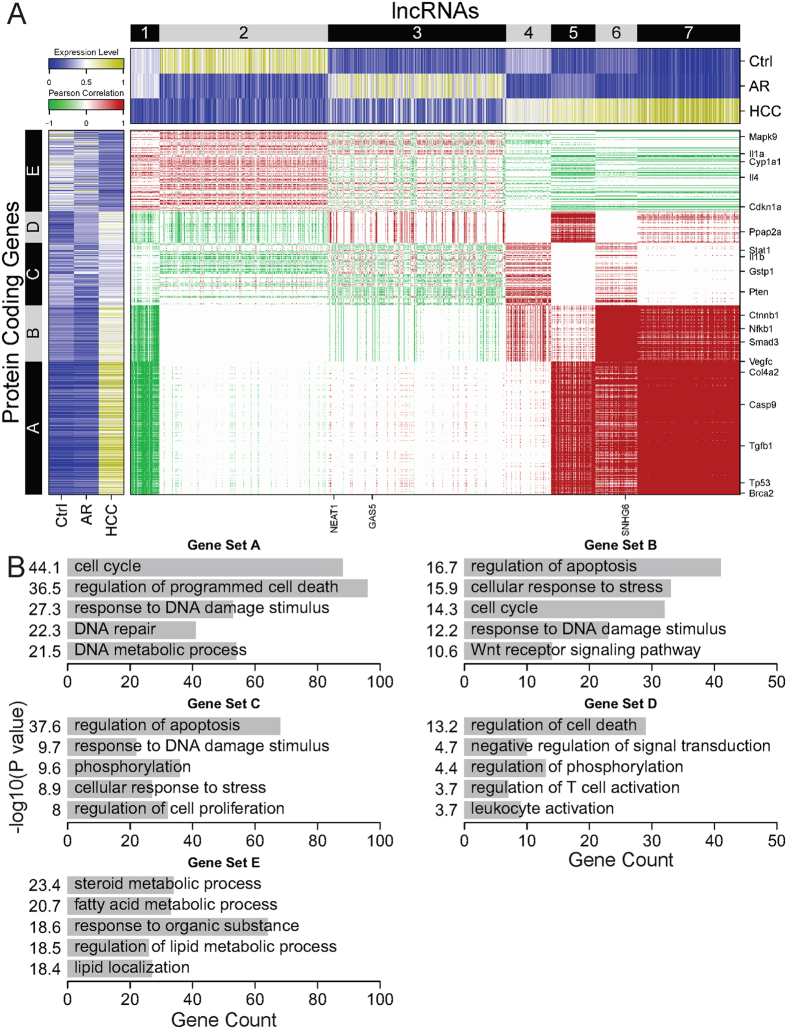
Correlation patterns of expression profiles of protein-coding genes and lncRNAs. (**A**) The heatmap in the central panel shows the expression-based correlation matrix of 4511 lncRNAs (columns) and functional gene sets (rows) derived from gene set enrichment analysis. Red: positive correlation, white: no correlation, green: negative correlation. The heatmap in the top panel shows the expression level of lncRNAs in the three samples. The heatmap in the left panel shows the expression level of protein-coding genes in the three samples. Olive: high, white: intermediate, navy: low. (**B**) Biological process GO terms for which the five gene sets in (**A**) are enriched.

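Protein-coding genes labelled in Fig. 4A have FPKM values in all 3 libraries. Tgfb1 was at 6.28 FPKM in Ctrl, 7.59 FPKM in resistant liver and 46.5 FPKM in HCC, COL4A2 at 0.63, 1.06 and 13.6 FPKM, and Ctnnb1 at 36.1, 31.8 and 82.7 FPKM. Vegfc was at 5.10, 5.05 and 17.4 FPKM in the same order. Brca2 was at 0.14, 0.20 and 0.98 FPKM, and Casp9 was at 2.77, 2.92 and 5.89 FPKM. The labelled genes SMAD3, Ppap2a, Nfkb1 and Gstp1 were also highest in HCC. Some other labelled genes were not. Mapk9, at 47.8 FPKM in Ctrl and 31.8 FPKM in HCC, and Cdkn1a, at 22.4 and 19.7 FPKM, were highest in Ctrl. Il1a, at 6.07 FPKM in resistant liver and 3.12 FPKM in HCC, and Il1b, at 11.9 and 11.4 FPKM, were highest in resistant liver, as were Cyp1a1 and Il4. Of the 12747 genes of all kinds with an FPKM of at least 1 in any library, 73.7% were highest in HCC (Wilson 95% interval over genes 72.9 to 74.5%), 12.6% in resistant liver and 13.6% in Ctrl. After median-of-ratios scaling the shares were 41.5%, 29.1% and 29.4%.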

How the deposited data were processed for this re-analysis (not part of the article)

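Liver RNA of 3 groups of rats was sequenced at week 70, with 1 library each for HCC, resistant liver and Ctrl. The authors mapped the reads to Rnor_5.0 with TopHat2, assembled lncRNAs with Cufflinks and computed expression with Cuffdiff over the known genes merged with those lncRNAs. The deposited values are FPKM, 1 per Ensembl gene and library, and carry no read counts, variances or p-values. The setting by which Cuffdiff normalized the libraries and its treatment of loci with very many fragments are not given in the paper's text. FPKM is divided by gene length and by the fragments of the library, so values of very short genes can become very large and abundant transcripts lower the FPKM of the others. The paper states an approximate sequencing depth, the same for each library, which was not used here to estimate fragments per gene, and the precision of single values was not estimated. The lncRNA values behind Fig. 3 and Fig. 4 were not analysed here. The qPCR of Supplementary Fig. S1 was not used here, and that of Fig. 2C,D only as ratios read from the figure.

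From the FPKM values, log2 ratios were computed with a pseudocount of 1 over genes with an FPKM of at least 1 in either library compared, and genes with a fold change over 2 were counted. Where several Ensembl genes share a symbol, the one with the highest mean was used in a list. Gene lists were written by hand before the data were examined, except lists of male-biased and female-biased liver genes, which were written after the values of Cyp2c11 and Cyp2c12 had been seen. Genes of Fig. 2B were copied from the figure. The median log2 ratio of a list was compared with 10000 random lists of the same size, drawn with replacement within 20 bins of mean expression and without the list's own genes. With 1 library per group no p-value across genes was computed. Symbols were matched to the RefSeq gene table of assembly GRCr8 for the gene type alone, and 93.5% of the symbols matched. Loci are those listed with the values in Rnor_5.0. The genes named were chosen by a rule set with the lists: genes that the paper names, marks in red in Fig. 2B or labels in Fig. 4A, the 5 largest rises and falls in HCC and in resistant liver, detoxification genes over 2-fold in resistant liver, and up to 5 genes with the largest change from each list. Some genes that meet the rule are not reported here.

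The alternatives were a pseudocount of 0.1, no filter on low values, an FPKM of at least 5 in either library, scaling to the same 75th percentile, to the same sum of FPKM and by the median of ratios, and for the counts also protein-coding genes alone and a fold change over 4. The computation was tested on simulated data made from the Ctrl library. With 200 genes changed and the other library doubled, 89.9% of 199 changed genes that passed the filter were recovered without scaling, together with 3117 false calls, and 99.0% with no false call after median-of-ratios scaling or scaling to the 75th percentile. The factor of 2 was recovered as 2.00. Of 200 random lists, 5% lay outside the central 95% of the matched random lists. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.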

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

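The results of this part concern groups of genes that were higher in HCC or resistant liver than in Ctrl, some of them from families that the paper names, and all tests here were chosen after the results were seen. Each group has 1 library, so no pattern can be told apart from a difference between single libraries.

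Genes often raised in rat liver tumours were higher in HCC than in Ctrl, with a median log2 ratio of 2.23 over 24 genes, and also in resistant liver, with 1.14 over 20 genes, although the resistant rats had no carcinoma. Of these, 17 were higher in resistant liver, above every matched random list. The resistant liver value was 1.12 after median-of-ratios scaling, but the factors of resistant liver and Ctrl were close, 1.25 and 1.23, so this scaling hardly moved any gene and says little here. A factor shared by all genes would move the matched random lists as well, and the list was above their median by a log2 ratio of 1.13. HCC tissue in the resistant liver library would carry fibroblast genes along, but 11 fibroblast genes rose in resistant liver by a median of 0.167% of their rise in HCC, while Gstp1 rose by 78.6% of its own. What remains is an effect of AFB1 exposure shared by both groups, as a hypothesis, which cannot be told apart from the chance difference of 1 library per group.

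Genes of cell types other than hepatocytes were also higher. In HCC the median log2 ratio was 5.62 for 12 fibroblast genes, 1.68 for 9 bile duct genes and 1.56 for 12 myeloid genes, and in resistant liver it was 1.01 for 12 myeloid genes and 2.02 for 7 erythroid genes. After median-of-ratios scaling the values were 4.805, 1.35, 0.69, 1.08 and 2.10, each at percentile 99.7 or higher of the matched random lists. The scaling moved the values in HCC, and hardly those in resistant liver, where it does not test this explanation. Hepatocyte genes had a median of -1.91 in HCC after that scaling, which is consistent with another mix of cells in the HCC tissue, although a loss of expression within hepatocytes would look the same. All 7 erythroid genes rose in resistant liver, and blood left in the tissue cannot be told apart from red cell formation in the liver.

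Cyp2c12, a gene usually specific to the liver of female rats, was at 819 FPKM in HCC and 365 FPKM in resistant liver against 58.8 FPKM in Ctrl, while male-specific Cyp2c11 fell from 1676 FPKM to 125 and 389 FPKM. The rats are stated to be male. The log2 ratio of Cyp2c12 in resistant liver was 2.64 after median-of-ratios scaling, which again hardly moved it. A factor shared by all genes cannot raise Cyp2c12 and lower Cyp2c11, whose log2 ratios in resistant liver differed by 4.72. Reads shared between Cyp2c genes were tested with 8 male-biased genes outside that family, which had a median of -0.98 in resistant liver. The male-biased genes fell by 0.72 more than hepatocyte genes in resistant liver, so fewer hepatocytes do not account for it. Female rats in the AFB1 groups could not be tested, since 0 of the genes Xist, Ddx3y, Eif2s3y, Kdm5d, Uty and Usp9y are listed. Female-biased genes other than Cyp2c12 had a median log2 ratio of 0.89 in resistant liver and 0.05 in HCC. A shift toward the female pattern of liver expression after AFB1 is a hypothesis, and it cannot be told apart from the sex of the animals.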

How the results depend on the processing

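Settings are named against FPKM as deposited with a pseudocount of 1. Scaling shifts all genes, and the median log2 ratio of all genes, 0.76 for HCC and -0.02 for resistant liver as deposited, became -0.01 and -0.00 with the median of ratios, 0.03 and -0.06 with the same 75th percentile, and 1.80 and 0.52 with the same sum of FPKM. The sum is dominated by ENSRNOG00000041867.

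With the same sum of FPKM, the genes over 2-fold were 10772 in HCC, 99.4% of them higher, and 95.4% of those in resistant liver were higher. Lipid catabolic genes then had medians of 0.94 in HCC and 0.42 in resistant liver, the Fig. 2B induction genes -0.46 for resistant liver against HCC, the Fig. 2B anti-apoptosis genes 0.26 in resistant liver, hepatocyte genes 0.63 in HCC and 0.44 in resistant liver, smooth-muscle genes 0.28 in resistant liver, and cytochrome P450 genes 0.24 in resistant liver.

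With the same 75th percentile, 55.7% of the genes over 2-fold were higher in HCC and 56.8% in resistant liver, and with the median of ratios 53.2% in HCC. The other apoptosis-induction genes became 0.074 and 0.15 for resistant liver against HCC under these settings, and the other anti-apoptosis genes -0.11 and -0.21 for HCC against resistant liver. Female-biased genes in HCC became -0.78 and -0.82, and the Fig. 2B induction genes in HCC against Ctrl -0.58 and -0.61. MYO18A in HCC against Ctrl became -0.21 and -0.25. MYO18A against resistant liver became -0.038 and -0.13.

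With a pseudocount of 0.1, 1943 genes were over 2-fold in resistant liver and 56.2% of them were higher. With an FPKM of at least 5, 87.3% were higher in HCC and female-biased genes in HCC were -0.86. With no filter, female-biased genes in HCC were -0.044 and smooth-muscle genes in resistant liver 0.0047. With a fold change over 4, 1473 genes remained in HCC, 92.5% of them higher, and 201 in resistant liver, 65.7% of them higher. Lipases and lysosomal lipid hydrolases alone gave 0.58 in HCC and -0.045 in resistant liver. The cause of these changes was not tested.

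Of the log2 ratios of single genes under 3 settings, 244 kept their direction and their side of a 2-fold change, 25 fell below it and 15 rose past it. Smooth-muscle genes with an FPKM of at least 5 were too few for a value. The planned results for lncRNAs were not run, since lncRNA values were not analysed here. No paired analysis was possible because each group has 1 library. The lack of read counts per gene limits genes with low FPKM, such as Il4, Mpo, Sstr3 and Bcl2, most.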

Differences from the paper's values

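The paper reports 1452 DEGs in HCC and 141 in resistant liver, with a false discovery rate that the deposited values do not allow, and 5356 and 1224 genes were over 2-fold here. With a fold change over 4 the counts were 1473 and 201, within 1.5-fold of the paper's, and none of the other alternatives set before the data were examined closed the gap in either comparison.

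The paper gives an enrichment score of 0.82 for lipid catabolic genes in the legend of Fig. 2A. The scores found here were -0.59 in HCC and -0.40 in resistant liver. None of the alternatives reached the paper's score, and those with a positive sign were the lipases and lysosomal lipid hydrolases alone, 0.28 in HCC and 0.27 in resistant liver, and in resistant liver the same sum of FPKM, 0.20. Ranked on the difference of FPKM, the scores were -0.89 and -0.83, close to the paper's score in size and opposite in sign. The curves drawn in Fig. 2A lie below 0 over most of their length in both comparisons.

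Fig. 2C gives ratios of resistant liver to HCC by qPCR, which were set beside the ratios of FPKM. For Casp1 the paper's ratio is about 2.3 in Fig. 2C, read by eye, and the FPKM ratio was 1.05. For Casp4 it is about 3.0 in Fig. 2C against 1.65, for Mpo about 2.8 in Fig. 2C against 1.60, and for Bnip3 about 4.8 in Fig. 2C against 2.41. For these 4 genes the ratios came within 1.5-fold of the paper's with the same 75th percentile (1.85, 2.91, 2.83 and 4.26) and with the median of ratios (2.00, 3.15, 3.06 and 4.61), but not with the same sum of FPKM. The opposite held for 3 other genes, whose ratios were within 1.5-fold of the paper's as deposited and not under any of the scalings. For Sstr3 the paper's ratio is about 8.4 in Fig. 2C against 9.59 as deposited, 16.9 with the same 75th percentile and 18.3 with the median of ratios. For Nfkb1 the ratio of HCC to resistant liver is about 3.7 in Fig. 2D against 3.26, 1.85 and 1.71, and for Mapk8 about 3.6 in Fig. 2D against 3.73, 2.11 and 1.95. For Bcl2 the ratio of HCC to resistant liver is about 10 in Fig. 2D, read by eye, against an FPKM ratio of 29.5, and for MYO18A about 6.7 in Fig. 2D against 1.71. None of the scalings closed the gap for these 2 genes, although the median of ratios brought Bcl2 to 15.4.

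The paper states that lipid catabolic genes were higher in HCC and resistant liver than in Ctrl, and their median log2 ratios were -0.64 and -0.24 here. The Discussion states that Casp1, Il4 and Mpo were lower in resistant liver, and Casp1 was at 11.8 FPKM in resistant liver against 4.02 FPKM in Ctrl, Il4 at 0.18 against 0 and Mpo at 0.11 against 0. The paper states that cytochrome P450 genes were higher in resistant liver, and 6 were more than 2-fold higher and 5 lower. The paper states that HCC and resistant liver affect different gene sets. Of the genes over 2-fold in resistant liver, 61.6% were also over 2-fold in HCC, while 4602 genes were over 2-fold in HCC only. Both comparisons share the Ctrl library, which can by itself produce overlap in the same direction. The overlap therefore cannot decide the paper's statement.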

Other observations

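All tests of this part were chosen after the results were seen.

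Striated-muscle genes were high in the Ctrl library alone. After median-of-ratios scaling their median log2 ratio in resistant liver against Ctrl was -4.16, a scaling that hardly moved other genes there, and in HCC, where it moved most genes, it was -4.07. In resistant liver the 16 genes above 0 in both libraries had a median of -3.99, so values listed at 0 do not account for the fall. All 33 striated-muscle genes were lower in resistant liver by more than 2-fold, while smooth-muscle genes had a median of -0.56. A candidate explanation is striated muscle tissue in the Ctrl library, such as body wall or diaphragm taken with the liver. Muscle RNA would then enter the genes lower in resistant liver and in HCC, since both are compared with the same library. A batch difference was not tested.

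Most genes were higher in HCC than in Ctrl. After median-of-ratios scaling the median log2 ratio was -0.013, which that scaling sets by itself, so it cannot tell whether the rise is technical. Among 25287 genes outside the mitochondrial genome and outside loci under 200 bp, FPKM summed to 675102 in HCC and 679275 in Ctrl. The 500 highest genes of each library held 63.6% of the sum in HCC, 80.01% in resistant liver and 75.8% in Ctrl. The FPKM outside them was higher in HCC by a log2 ratio of 0.58, but with nearly equal sums this restates the lower share of the highest genes and is no separate test of it. A rise of most genes per cell would look the same in FPKM, which carries no absolute amount.

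The genes shown in Fig. 2B may have been chosen by their direction. The other apoptosis-induction genes lay at percentile 77.1 of the matched random lists for resistant liver against HCC and did not share the pattern of the displayed genes. The displayed genes themselves cannot test the pattern if they were chosen for it.

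Lipid catabolic genes may be lower in HCC because hepatocyte genes are lower. The hepatocyte list had a median log2 ratio of -1.01 in HCC, below that of the lipid catabolic genes, and -0.25 in resistant liver, close to it. Bulk tissue cannot tell fewer hepatocytes from lower expression in each.

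DNA repair genes were tested for a rise in HCC beyond that of other genes. Their median log2 ratio of 0.76 over 40 genes lay at percentile 30.7 of the matched random lists, so no such rise was found.

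In Ctrl, 75% of all FPKM lay in loci under 200 bp, and in resistant liver 43.7%, nearly all of it in ENSRNOG00000041867. Division by a very short length could inflate this value. The read length that the paper gives exceeds the 80 bp of this locus, so no full read fits inside it. Without read counts, inflation still cannot be told apart from a very abundant RNA that covers this locus. No biological explanation was tested.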
